A study of Mus musculus with 25 samples.

How the data were processed

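The series measured small RNA in total RNA from the skin of male C57BL/6 mice of 5 ages, 2, 9, 15, 24 and 30 months, with 5 mice per age and 25 libraries. Libraries were made with the TruSeq small RNA kit, per the labels' protocols. Reads were handled with bcl2fastq 1.8.4, Trimmomatic 0.36 and SAMtools 1.3.1-9, per the submitters' processing notes; the aligner, the miRNA annotation release and the genome build are not given in the sources used here. The deposited table holds raw counts of reads per miRNA hairpin, 1193 in all, and per the labels 1 column belongs to each library. Every value is a whole number and no column is without a sample. How reads that match several hairpins were divided is not stated; copies of one mature miRNA and hairpins that overlap on opposite strands received near-equal shares (21 of 30 and 11 of 13 pairs within 2.5 percentage points of 50%), with a median variance 1.19 times that of a coin toss, so these pairs are not independent, although counts of miRNAs are counts of hairpins. A reference table of the assembly GRCm38.p6 was used for symbols, which matched 1183 of the 1193 hairpins, and for which hairpins overlap another (46); no coordinates are printed. The sequencing lane, 1 of 3, was read from the column names and each lane held 1 or 2 libraries of every age.

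Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr by age group with its defaults (a minimum count of 10 and a minimum total of 15), TMM scaling, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. All 25 libraries shared 1 fit for the F test over all ages and for the contrasts 30 against 2, 9 against 2, 15 against 9, 24 against 15 and 30 against 24 months (364 miRNAs). The slope on age used the 20 libraries of 9 to 30 months (351 miRNAs) and is given per 10 months. CPM are TMM-scaled. Standard errors of log2 changes are approximate, from the fitted change and its test statistic. The share of the 10 most abundant miRNAs was compared by a 2-sided exact permutation test. Total counts between 7200509 and 14005646 leave little counting error for abundant miRNAs, and replicates of 1 age differed by far more than counting error, with a chi-square per degree of freedom of 51.0 to 3964 over 50 pairs.

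The groups, tests, alternatives, named-miRNA rule and 20 miRNA lists were chosen before the data were examined. The lists are skeletal muscle, keratinocyte and epithelial, hair follicle cycle, fibrosis and extracellular matrix, mesenchyme and fibroblast, myeloid and lymphoid immune, endothelial, erythroid, adipocyte, neural and Schwann, melanocyte, liver-derived, p53 and senescence, let-7 family, mir-17-92 and paralogs, miR-15 and miR-16 family, Dlk1-Dio3 imprinted cluster, growth-linked imprinted and X-linked, Sfmbt2 cluster and hypoxia. Lists with at least 3 tested members (17) were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01. With an estimated correlation 0 of the 4, 5 and 4 lists called in 30 against 2 months, 9 against 2 months and the trend held. Beside it fry, which asks whether a list's members move on balance one way and does not compare them with other miRNAs, called 9, 8 and 4. Some miRNAs are in more than 1 list: mir-199a and mir-214 are in the hair follicle cycle and mesenchyme lists, mir-322 in the miR-15 and miR-16 and growth-linked lists, mir-335 in the adipocyte and growth-linked lists, mir-22 in the hair follicle cycle and p53 lists and mir-146a in the immune and p53 lists. Named miRNAs were the 10 largest rises and 10 largest falls for 30 against 2 months, and the 6 largest of each for 9 against 2 months and the trend, among those called with a mean of at least 10 CPM. Also named were, per list, up to 4 called members with the smallest p, or else the 2 most abundant tested members, and the 10 most abundant miRNAs. The 3 largest of each direction in the other steps were also planned, but no call was made there.

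The fit was tested on simulated counts with 200 of 364 miRNAs changed. For 30 against 2 months it recovered 46.3% of 1.5-fold, 73.1% of 2-fold and 93.9% of 4-fold changes among 357 tested and called 1 of 164 unchanged miRNAs. For 24 against 15 months the shares were 49.3%, 74.6% and 95.5%, with 5 of 164 unchanged called. For the trend, with the fold reached at 30 months, they were 49.3%, 77.6% and 90.9% among 349 tested, with 4 of 164 unchanged called. Other splits of the real libraries called up to 53 miRNAs for 24 against 15 months and 24 for 30 against 24 months. The false calls on simulated counts therefore do not describe the real libraries. With 200 of 364 changed, the recovered shares need not hold where few miRNAs change.

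Alternatives were RLE, total-count and upper quartile scaling, DESeq2 1.42.0, limma-voom with and without sample quality weights, a robust spread, no filter and a stricter filter (10 CPM in 5 libraries), a threshold of 0.01, copies summed to 1, log2 age or all 25 libraries in the trend, only the groups compared, and leaving out each library. Lane, mir-133a-1 or the mean of mir-31, mir-211, mir-296 and mir-298 as a term, the correlations of list means with these levels within ages (100000 permutations within ages), leaving out libraries that stood apart, summing overlapping hairpins and a permutation test of list means were added after the data were seen. Arms of a miRNA could not be analysed, since the table gives hairpins. Figures and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.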

Results

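Small RNA was sequenced from the skin of 25 male C57BL/6 mice, an inbred laboratory strain, in 5 age groups of 5 mice each: 2, 9, 15, 24 and 30 months. The table held read counts for 1193 miRNA hairpins, of which 252 were at 0 in every library and 364 passed the filter on low counts. These 364 held 99.99% of the counts. The total count per library ran from 7200509 to 14005646, with a median of 9636371. It averaged 9321210 ± 2083830 (SD, n = 5) at 2 months and 9356640 ± 929387 (SD, n = 5) at 30 months. The other groups averaged 9848750 at 9 months, 10463100 at 15 months and 9964840 at 24 months. Counts are per hairpin, so both arms of a miRNA are summed. Where hairpins are near-identical copies or overlap on opposite strands, reads were divided between them almost evenly: 21 of 30 copy pairs and 11 of 13 overlapping pairs had shares within 2.5 percentage points of 50%. Members of such pairs are therefore uncertain as separate genes and not independent measurements, although the numbers of miRNAs given here count each hairpin.

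Skin miRNA was dominated by a few species, and more so in old skin. The most abundant was mir-10b, which lies in a Hox gene cluster, followed by mir-143, a miRNA of smooth muscle and stroma, and mir-22. The 10 most abundant miRNAs of each library took 64.6% ± 2.65 (SD, n = 5) of the counts at 30 months and 55.4% ± 1.71 (SD, n = 5) at 2 months. The shares were 59.4% at 9 months, 60.0% at 15 months and 62.1% at 24 months. The difference of 9.17 percentage points between the oldest and youngest groups had a 2-sided exact permutation p of 0.00794, the smallest that 5 against 5 libraries can give. Between these groups mir-10b rose by 1.04 ± 0.25 (log2, SE; adjusted p = 0.00106), mir-143 by 1.12 ± 0.18 (adjusted p = 3.41e-05) and the identical copies mir-26a-1 and mir-26a-2 by 0.90 and 0.89. In contrast, mir-22, mir-182 and the keratinocyte miRNA mir-203 were not called, at 0.37, 0.14 and 0.03. Their values depended on single libraries, with mir-22 at -0.03 without 30 months replicate 1, mir-182 at 0.05 without 30 months replicate 2 and mir-203 at -0.12 without 30 months replicate 2. Total-count scaling gave -0.43 (adjusted p = 0.0448) for mir-203, 30 against 2 months. Also among the most abundant, mir-27b and mir-10a rose by 0.51 ± 0.09 and 0.56 ± 0.16, calls that ended with total-count scaling, where their changes were 0.03 and 0.08. The call of mir-10b ended with the mean of mir-31, mir-211, mir-296 and mir-298 (described below) as a term of the fit (0.27, adjusted p = 0.439, for mir-10b, 30 against 2 months).

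The comparison of 30 with 2 months asked how the miRNAs of the oldest skin differ from those of young adult skin. Its clearest feature was the Dlk1-Dio3 imprinted cluster, a large group of miRNAs made from an imprinted region and abundant in growing tissue. In old skin 43 of its 44 tested members fell and the remaining member, mir-1247, was not called, at -1.53 ± 0.66 (adjusted p = 0.0536). The median change was -3.01 on the log2 scale, and the mean level of the members was 2.27 ± 0.31 log2 CPM at 30 months against 5.05 ± 0.12 at 2 months (SD, n = 5 each). For example, mir-409 fell from 140.4 ± 19.6 to 12.9 ± 3.65 CPM, a change of -3.45 ± 0.51 (log2, SE; adjusted p = 2.75e-05), and mir-668 and mir-679 fell by 3.56 and 3.76. The other members among the largest falls were mir-299a, mir-154, mir-376b, mir-485, mir-337 and mir-540, at -3.54, -3.48, -3.37, -3.32, -3.09 and -3.08, and mir-487b fell by 3.55. The camera test gave the cluster an adjusted p of 1.81e-23, and adjusted p = 0.423 with an estimated correlation, since the members vary together. An exact permutation test of the list mean per library, in which no old library overlapped a young one, gave p = 0.00794 (adjusted p = 0.0317 over 20 lists).

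**Figure D1:**
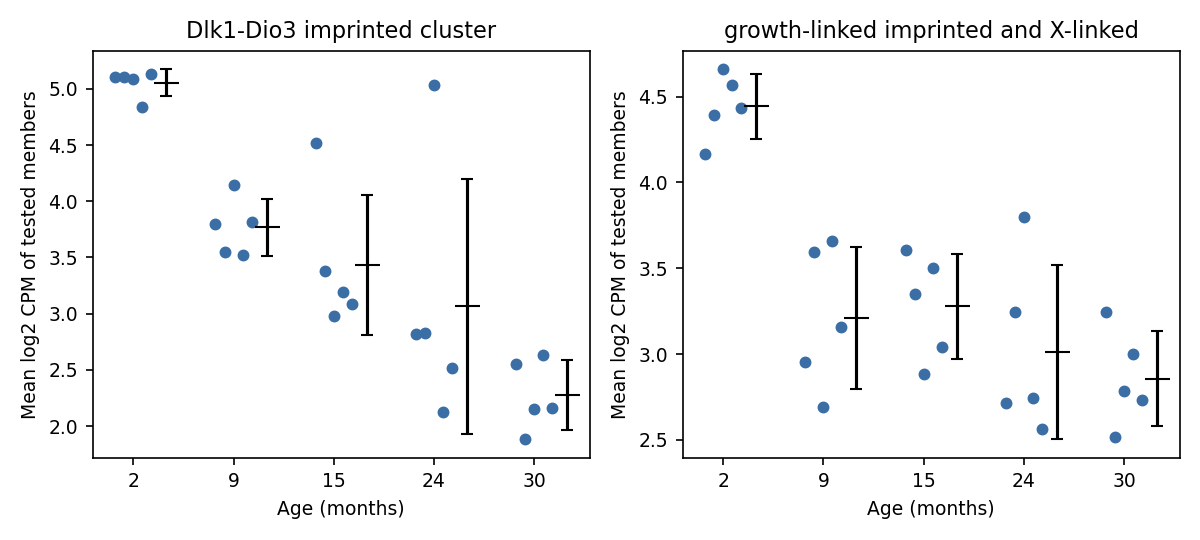
Mean log2 CPM of the tested members of the Dlk1-Dio3 imprinted cluster and of the growth-linked imprinted and X-linked list in each library, by age in months. Dots are libraries and bars are the mean ± SD of 5 libraries; the cluster falls from 5.05 at 2 months to 2.27 at 30 months, while 24 months replicate 3 lies at 5.03.

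A list of growth-linked miRNAs moved the same way. Of its 10 tested imprinted or X-linked members, 7 of them from the X-linked mir-322 and mir-503 cluster, 9 fell and mir-503 was not called, with a median of -0.81 (-1.30 with total-count scaling) and a mean of -1.71 (camera adjusted p = 0.0146, adjusted p = 0.717 with an estimated correlation). The largest fall among the more abundant miRNAs was that of mir-298, from the imprinted Gnas region, which dropped from 271 ± 160.5 to 3.92 ± 2.35 CPM (-6.10 ± 1.23, log2, SE; adjusted p = 0.000211). Its neighbour mir-296 fell by 5.32, and the X-linked mir-322 and mir-351 fell by 0.71 and 0.82. The other miRNAs with large falls were mir-31, which is strongly expressed in growing hair follicles, at -3.42 ± 0.98 (adjusted p = 0.00508) and mir-211, which is made from a melanocyte gene, at -3.23 ± 1.20 (adjusted p = 0.0265). Within the age groups mir-31, mir-211, mir-296 and mir-298 varied together: mir-31 was at 83.1 CPM in 2 months replicate 1 and between 1853 and 2519 CPM in the other 2-month libraries. The mean of these miRNAs, called the 4-miRNA mean here, was 7.04 ± 1.84 log2 CPM at 2 months, 4.28 ± 1.37 at 9 months and 2.93 ± 0.90 at 30 months (SD, n = 5 each). As a term of the fit it left 42 members of the Dlk1-Dio3 imprinted cluster lower, with a median of -2.94, and mir-1247 higher, at 1.39 (adjusted p = 0.0461). Of the 10 growth-linked imprinted and X-linked miRNAs 4 were then lower, among them mir-296, itself part of the mean, while the median stayed as large at -0.85 (camera adjusted p = 0.000784). The mir-211 call ended when 30 months replicate 1, 2, 4 or 5 was left out (adjusted p up to 0.0611), and it ended with limma-voom.

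Muscle miRNAs were higher in the oldest skin. Of the 9 tested members of the skeletal muscle list 7 rose, counting copies, none fell and 2 were not called, with a median of 1.62 (camera adjusted p = 0.0178, adjusted p = 0.787 with an estimated correlation). The largest rise of the named miRNAs that were called was that of mir-206, a miRNA of skeletal muscle. It rose from 51.1 ± 34.7 to 288 ± 169 CPM (2.49 ± 0.41, log2, SE, adjusted p = 3.36e-05). The 2 members that were not called, mir-208b and mir-499, were at 2.95 and 2.69 (adjusted p = 0.127 and 0.0675). The more abundant mir-133a-1 rose from 6947 to 20878 CPM (1.59 ± 0.55; adjusted p = 0.0183), with its copy mir-133a-2 at 1.58, and mir-1a-1, mir-1a-2, mir-1b and mir-133b rose by 1.57, 1.63, 1.62 and 1.55. The libraries were uneven in these miRNAs: mir-208b, a heart and slow muscle miRNA named here after its values were seen, was at no more than 43.1 CPM in all but 3 of them. It was at 576 CPM in 30 months replicate 1, 338.4 CPM in 30 months replicate 4 and 120 CPM in 2 months replicate 1. Without 30 months replicate 1 the 6 other called members, counting copies, were at 0.85 to 0.99 and no longer called, with adjusted p of 0.172 for mir-133a-1 and 0.0986 for mir-133b. The mir-133a calls also ended without 2 months replicate 2, 3, 4 or 5. Without 2 months replicate 1 mir-133a-1 was at 2.34. Without the 3 libraries high in muscle miRNAs, which were chosen by these miRNAs, 8 of the 9 were called higher (median 1.29, camera adjusted p = 0.0186). When the 4-miRNA mean was a term of the fit mir-206 rose by 1.66 and the others were not called (median 0.65; camera adjusted p = 0.628). An exact permutation test of the list mean gave p = 0.0476 (adjusted p = 0.0952). The erythroid list, whose mir-486 is also found in muscle, had 3 of 4 members higher (median 1.02, and 0.55 with total-count scaling; camera adjusted p = 0.0885). Without the 3 libraries high in muscle miRNAs all 4 were higher (median 1.04, camera adjusted p = 0.0240). With the 4-miRNA mean as a term 0 were higher (median 0.60, camera adjusted p = 0.475). With mir-133a-1 as a term 3 were higher (median 0.61, camera adjusted p = 0.166). The overlapping mir-486a and mir-486b rose by 1.42 and 1.43 and mir-144 by 0.61, the last a call that ended with total-count scaling.

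Matrix-linked and vessel miRNAs also rose. Of 11 tested members of the fibrosis and extracellular matrix list, which holds the collagen-repressing mir-29 family, 7 rose and 4 were not called, with a median of 0.53 (camera adjusted p = 0.00710, adjusted p = 0.717 with an estimated correlation). Total-count scaling gave 5 higher, 1 lower and a median of 0.06. Fitted with the 4-miRNA mean as a term 6 rose, with a median of 0.35 (camera adjusted p = 0.0445). In it mir-29a rose from 1437 to 3434 CPM (1.26 ± 0.18; adjusted p = 2.75e-05), mir-29b-1 and mir-29b-2 rose by 1.14 and 1.19, and mir-30a rose by 0.88. Both overlapping hairpins of the endothelial miRNA mir-126, which are uncertain as separate genes, rose, mir-126b by 1.13, and the exact permutation test of their mean gave p = 0.00794 (adjusted p = 0.0317). Their median change was 1.06, 0.60 with total-count scaling and 0.53 with the 4-miRNA mean as a term, where mir-126a was no longer called. The mesenchyme and fibroblast list went both ways: 5 of 13 members rose, among them mir-145a by 0.80, and 2 fell, among them mir-148a by 0.98 (median -0.00 and mean 0.18; camera adjusted p = 0.447). Its median was 0.02 with RLE scaling and -0.47 with total-count scaling, where 2 rose and 6 fell, and with the 4-miRNA mean as a term 2 rose, 2 fell and the call of mir-145a ended. Epithelial miRNAs moved little as a group, with 2 of 11 higher and 1 lower (median 0.03, and -0.43 with total-count scaling, where 2 were higher and 4 lower; camera adjusted p = 0.447). In it mir-184, an epithelial miRNA, rose from 5.67 to 29.0 CPM (2.35 ± 0.36; adjusted p = 2.75e-05), mir-141 rose by 1.12 and mir-200b fell by 0.92. In the hair follicle cycle list 4 of 11 rose and 1, mir-31, fell: mir-24-1 and mir-24-2 rose by 1.09 and 0.85, and mir-125b-1 and mir-125b-2 by 0.52 and 0.42, although mir-125b-2 was at -0.05 and mir-125b-1 at 0.06 with total-count scaling. Its median was -0.00 and its mean -0.04 although camera pointed up (adjusted p = 0.447). The median was 0.02 with RLE scaling and -0.48 with total-count scaling, where 2 rose and 5 fell. With the 4-miRNA mean as a term it was 0.24, with 2 higher and 0 lower. With mir-133a-1 as a term it was 0.30, with 4 higher and 0 lower.

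The levels of mir-133a-1 and of the 4-miRNA mean varied with several of these groups. Within ages the list means were correlated with mir-133a-1 (19 lists) and with the 4-miRNA mean (20 lists) over the 25 libraries, with adjustment over the lists. The fibrosis and extracellular matrix list went with mir-133a-1 at r = 0.767 (permutation p = 1.00e-05, adjusted p = 0.000190) and rho = 0.857 (p = 1.00e-05), with r = 0.800 without the 2 libraries farthest from the median and 0.480, 0.765 and 0.882 within lanes. The erythroid list did so at r = 0.767 (p = 0.000100, adjusted p = 0.000950; rho = 0.702, p = 0.000600; 0.759 without the 2 farthest; 0.786, 0.512 and 0.827 within lanes). For the adipocyte list it was r = 0.717 (p = 0.000180, adjusted p = 0.00114; rho = 0.708, p = 7.00e-05; 0.590 without the 2 farthest; 0.755, 0.931 and 0.968 within lanes). Its mir-378c and mir-378a stood at r = 0.975 and 0.949, but mir-103-1, mir-103-2 and mir-107 at -0.199, -0.201 and -0.022. The remaining members lay between 0.172 and 0.768. For the neural and Schwann list it was r = 0.468 (p = 0.0184, adjusted p = 0.0499; rho = 0.496, p = 0.0134; 0.488 without the 2 farthest; 0.332, 0.550 and 0.484 within lanes). There mir-128-1 and mir-128-2 stood at 0.937 and 0.932 and the other members between -0.376 and 0.264. Neither list thus moved with mir-133a-1 as a whole. Lower where mir-133a-1 was higher were the hair follicle cycle list at r = -0.719 (p = 0.00290, adjusted p = 0.0110; rho = -0.532, p = 0.0157; -0.524 without the 2 farthest; -0.609, -0.237 and -0.930 within lanes) and the immune list at r = -0.592 (p = 0.00367, adjusted p = 0.0116; rho = -0.542, p = 0.00657; -0.483 without the 2 farthest; -0.178, -0.604 and -0.810 within lanes). The miR-15 and miR-16 family did likewise at r = -0.533 (p = 0.00233, adjusted p = 0.0110; rho = -0.510, p = 0.00731; -0.399 without the 2 farthest; -0.00333, -0.603 and -0.632 within lanes). It went with the 4-miRNA mean at r = 0.676 (p = 0.00296, adjusted p = 0.0197; rho = 0.578, p = 0.00656; 0.512 without the 2 farthest; 0.777, 0.567 and 0.881 within lanes). The mir-17-92 and paralogs list did so at r = 0.682 (p = 0.00272, adjusted p = 0.0197; rho = 0.654, p = 0.00168; 0.475 without the 2 farthest; 0.640, 0.664 and 0.760 within lanes). Against the 4-miRNA mean the endothelial list stood at r = -0.702 (p = 0.000880, adjusted p = 0.0176; rho = -0.683, p = 0.000960; -0.574 without the 2 farthest; -0.663, -0.641 and -0.742 within lanes). No other list passed for r after adjustment. For rho alone the fibrosis list (r = -0.511, p = 0.0188, rho = -0.542, p = 0.00643, adjusted p = 0.0328), the adipocyte list (r = -0.480, p = 0.0261, rho = -0.559, p = 0.0107, adjusted p = 0.0356) and the liver-derived list (r = 0.5002, p = 0.0210, rho = 0.533, p = 0.0104, adjusted p = 0.0356) did so with the 4-miRNA mean, with r = -0.411, -0.394 and 0.488 without the 2 farthest. The liver-derived list also did so with mir-133a-1 (r = -0.477, p = 0.0402, rho = -0.572, p = 0.00616, adjusted p = 0.0231), with r = -0.464 without the 2 farthest. Within lanes r kept its sign for each of these lists.

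**Figure D2:**
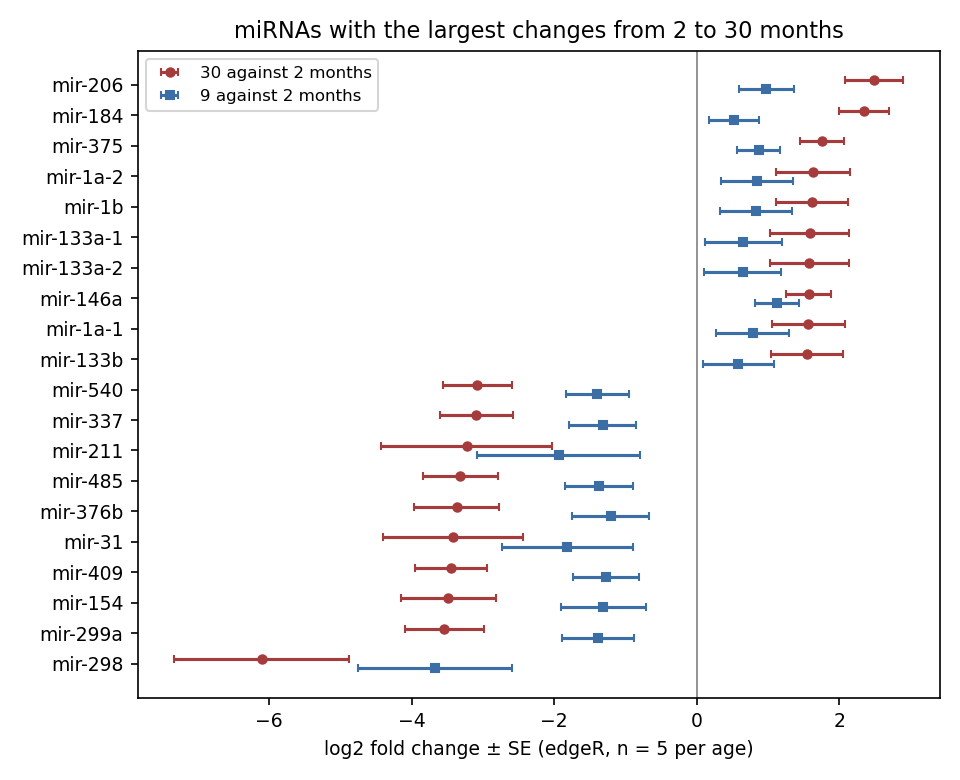
Log2 fold changes with SE of the 20 named miRNAs with the largest rises and falls from 2 to 30 months, for 30 against 2 months (red circles) and 9 against 2 months (blue squares), 5 libraries per age. Falls reach -6.10 for mir-298 and rises 2.49 for mir-206.

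Immune miRNAs went both ways: of 13 tested, 3 rose and 5 fell (median -0.08, 0.02 with upper quartile scaling and -0.56 with total-count scaling, where 2 rose and 7 fell; camera adjusted p = 0.948). It was 5 and 3 (median 0.01) without the 3 libraries high in muscle miRNAs, 4 and 2 (median 0.16) with mir-133a-1 as a term and 0 and 0 (median 0.20) with the 4-miRNA mean as a term. The inflammation-induced mir-146a rose from 804.7 ± 279 to 2396 ± 761 CPM (1.57 ± 0.32; adjusted p = 0.000211) and the lymphocyte miRNA mir-150 rose by 1.05, while mir-181b-1 and mir-181b-2, copies of each other, fell, the latter by 1.29. In the p53 and senescence list mir-146a and mir-215 rose, the latter by 1.16 (a call that ended with total-count scaling), and the other 4 members were not called (median 0.11, and -0.37 with total-count scaling; camera adjusted p = 0.447). The adipocyte list had 4 of 12 members higher and 3 lower (median 0.80, 0.33 with total-count scaling, where 3 were higher and 5 lower, and 0.46 without the 3 libraries high in muscle miRNAs; camera adjusted p = 0.447). The median was -0.17 with mir-133a-1 as a term, with 3 higher and 3 lower, and 0.03 with the 4-miRNA mean as a term. In it mir-193b, mir-365-1 and mir-365-2 rose by 1.34, 0.89 and 0.86 and mir-103-2 fell by 0.37. In the proliferation-linked mir-17-92 and paralogs list 2 of 15 rose and 7 fell (median -0.26, and -0.75 with total-count scaling, where 0 rose and 11 fell; camera adjusted p = 0.447), including mir-18a, mir-19a, mir-17 and mir-20a, which fell by 1.66, 1.26, 0.97 and 0.83; with the 4-miRNA mean as a term 1 rose, 0 fell and the median was 0.11. Of 8 miR-15 and miR-16 family members 3 fell (median -0.09, -0.57 with total-count scaling, where all 8 fell, 0.07 with mir-133a-1 as a term and 0.02 with the 4-miRNA mean; camera adjusted p = 0.447), among them mir-497a by 0.81, mir-497b by 0.79 and mir-322. Of 12 let-7 family members 3 fell: mir-98 by 0.50, let-7i by 0.23 and let-7e by 0.26 (median -0.02, 0.05 with upper quartile scaling, where 2 rose and 1 fell, and -0.49 with total-count scaling, where all 12 fell; camera adjusted p = 0.636). The calls of let-7i and let-7e ended with upper quartile scaling. Of 10 neural and Schwann miRNAs mir-338 rose by 1.10 and mir-219a-1 fell by 0.75. The list median was 0.36, and -0.10 with total-count scaling (camera adjusted p = 0.447). With mir-133a-1 as a term it was 0.14, with 2 higher and 3 lower. It was 0.18 without the 3 libraries high in muscle miRNAs, with 1 higher and 2 lower. With the 4-miRNA mean as a term it was 0.24, with 0 called. Of the 2 melanocyte miRNAs mir-204 rose by 0.94, a call that ended with total-count scaling, and mir-211 fell, with no set test on so few. In the liver-derived list mir-194-1 rose by 0.30 (median 0.34, and -0.14 with total-count scaling; camera adjusted p = 0.447), a change of -0.19 with total-count scaling and a call lost without any of 7 of the 10 libraries. None of 6 Sfmbt2 cluster miRNAs was called by edgeR (median -0.09, and -0.56 with total-count scaling, where 2 fell; camera adjusted p = 0.948), with the most abundant, mir-467d and mir-467e, at -0.21 and 0.63. Leaving out a single library moved mir-467d to between -0.40 and -0.14 and mir-467e to between 0.39 and 0.80. The hypoxia miRNA mir-210 was at 0.07, or -0.39 with total-count scaling. It was at -0.12 without 30 months replicate 3 and at 0.17 without 30 months replicate 4. Another rise was that of mir-375, best known from pancreatic islets, from 229.9 to 777 CPM (1.76 ± 0.31; adjusted p = 5.95e-05).

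**Figure D3:**
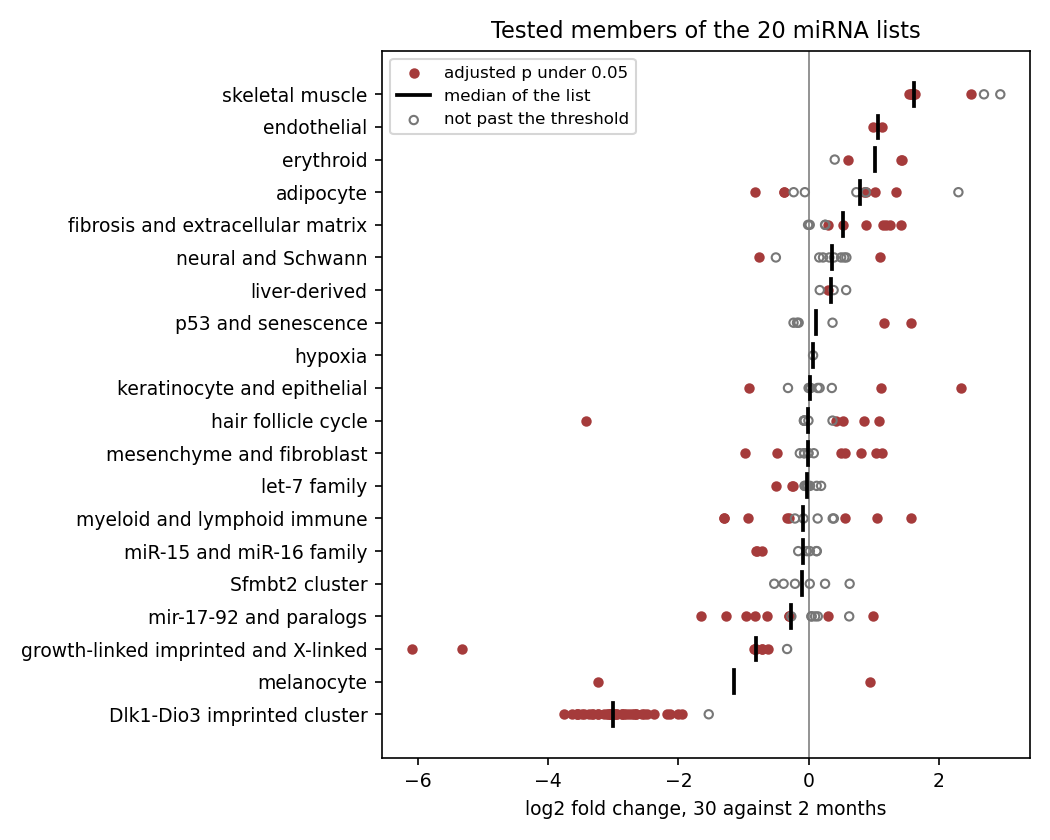
Log2 fold changes from 2 to 30 months of the tested members of 20 miRNA lists. Filled dots have an adjusted p under 0.05 and black bars are list medians; the Dlk1-Dio3 imprinted cluster has its median at -3.01 and the skeletal muscle list at 1.62, and medians near 0 change sign with the scaling.

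In all, edgeR's quasi-likelihood test called 198 of 364 miRNAs between 30 and 2 months at an adjusted p under 0.05, 91 higher and 107 lower, of which 40 rose and 59 fell at least 2-fold. Adjusted over the list alone, the counts equalled those above except 8 higher in the skeletal muscle list, 44 lower in the Dlk1-Dio3 imprinted cluster and 0 in the liver-derived list. The split depended on the scaling: total-count scaling put the median of all miRNAs at -0.48, against -0.01, and gave 47 higher and 183 lower, against 107 and 93 with upper quartile scaling. Including the 4-miRNA mean, which itself differs between the ages, as a term of the fit gave 107 calls, 53 higher and 54 lower. Among the named miRNAs mir-146a, mir-150, mir-181b-1, mir-181b-2, mir-486a, mir-486b, mir-144, mir-338, mir-219a-1, mir-125b-1, mir-125b-2, mir-365-1, mir-365-2, mir-103-2, mir-194-1, mir-351, mir-298, mir-31, mir-497a, mir-497b, mir-98, let-7i, let-7e, mir-18a, mir-19a, mir-17, mir-20a and mir-200b were then no longer called, and mir-211 was higher, at 2.14.

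The comparison of 9 with 2 months covered the step from young to mature adult. Most of the large early changes were again falls of imprinted miRNAs: mir-298 fell by 3.67 (SE 1.08; adjusted p = 0.0188) and, in the Dlk1-Dio3 imprinted cluster, 26 of 44 members fell with none higher. The number was 11 with upper quartile scaling, 36 with total-count scaling, 4 with mir-133a-1 as a term of the fit (median -1.18; camera adjusted p = 1.34e-12) and 0 with the 4-miRNA mean as a term (median -1.27; camera adjusted p = 8.45e-27). It was 43 (median -1.42) without 24 months replicate 3 and 15 months replicate 1, which are of neither age and were chosen by their high level of this cluster. The median of the cluster was -1.29, and its mean level was 3.77 ± 0.25 log2 CPM at 9 months against 5.05 ± 0.12 at 2 months (SD, n = 5 each). Its members with the largest falls were mir-1247, mir-381, mir-434, mir-668 and mir-540, which fell by 1.84, 1.49, 1.45, 1.44 and 1.39. Adjusted over the list alone 41 fell, camera gave an adjusted p of 8.01e-16 and adjusted p = 0.440 with an estimated correlation, and the exact permutation test of the list mean gave p = 0.00794 (adjusted p = 0.0454). Of the 10 growth-linked imprinted and X-linked miRNAs 3 fell (mir-296, mir-298 and mir-351), or 5 adjusted over the list alone, with a median of -0.56 (camera adjusted p = 0.00143, adjusted p = 0.440 with an estimated correlation). It was 7 with total-count scaling and 1 with the 4-miRNA mean as a term, where the median was -0.71 (camera adjusted p = 2.28e-07).

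Stromal, matrix and vessel miRNAs were higher by 9 months, while the 4-miRNA mean was lower by then, at 4.28 against 7.04 log2 CPM. With it as a term of the fit none of the miRNAs in this paragraph was called. Of the 13 mesenchyme and fibroblast miRNAs 8 rose, among them mir-10b by 0.72, mir-145a by 0.62 and mir-143 by 0.53, with none lower (median 0.50; camera adjusted p = 0.00418, adjusted p = 0.484 with an estimated correlation). Adjusted over the list alone 10 rose and 1 fell. With total-count scaling 1 rose and 1 fell (median 0.28), and with RLE scaling 3 rose (median 0.47). When 24 months replicate 3 and 15 months replicate 1 were left out, 2 rose and 1 fell, while the list stayed called (median 0.38, camera adjusted p = 0.00766). As a term the 4-miRNA mean left a median of 0.25 (camera adjusted p = 0.0445). Of the 11 hair follicle cycle miRNAs 7 rose, among them mir-24-1 by 0.61 and mir-125b-1 by 0.54 (median 0.38; camera adjusted p = 0.00650, adjusted p = 0.440 with an estimated correlation), a list that shares mir-199a and mir-214 with the mesenchyme list. With total-count scaling 1 of them rose (median 0.16), with RLE scaling 5 rose, and with the 4-miRNA mean as a term the median was 0.31 (camera adjusted p = 0.00384). Of the 11 fibrosis and extracellular matrix miRNAs 5 rose, or 6 adjusted over the list alone, among them mir-29a from 1437 to 2754 CPM (0.94 ± 0.18; adjusted p = 0.00478) and mir-29c by 0.88 (median 0.28; camera adjusted p = 0.00650, adjusted p = 0.484 with an estimated correlation). With total-count scaling 3 of them rose (median 0.06), with upper quartile scaling 7 (median 0.43), and with the 4-miRNA mean as a term the list was no longer called (median 0.17; camera adjusted p = 0.0535). Other rises were those of mir-146a by 1.13 ± 0.31 (adjusted p = 0.0157), mir-139 by 0.90, mir-338 by 0.88, mir-375 by 0.87 and the endothelial mir-126a and mir-126b by 0.69 and 0.73.

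The test called 105 of 364 miRNAs, 55 higher and 50 lower, of which 3 rose and 32 fell at least 2-fold. The split was 16 and 88 with total-count scaling, 46 and 62 with RLE scaling and 85 and 23 with upper quartile scaling. With the 4-miRNA mean as a term 3 miRNAs were called: mir-296 at -1.86 and, named after their values were seen, the copies mir-16-1 and mir-16-2 at 0.37 and 0.38. It was 61 with mir-133a-1 as a term. Single libraries decided part of the count: it was 56 without 2 months replicate 3, 33 without 2 months replicate 4 and 35 without 9 months replicate 5. Among the named miRNAs mir-298, mir-381, mir-668 and mir-540 lost their calls without 9 months replicate 5, the last 3 also without 9 months replicate 2 (adjusted p up to 0.0581), and mir-338 without 2 months replicate 4 (adjusted p = 0.0507). The calls of mir-146a ended without 2 months replicate 2, 3 or 4 or 9 months replicate 5 (adjusted p up to 0.0555), those of mir-29c without the same libraries or 9 months replicate 1 (up to 0.0729). Those of mir-375 and mir-1247 ended without any of 9 and 7 of the 10 libraries (up to 0.123 and 0.0755). Without 2 months replicate 1, 30 months replicate 1 and 30 months replicate 4, high in muscle miRNAs, 171 were called. Of the 9 skeletal muscle miRNAs 0 were called with all libraries (median 0.65; camera adjusted p = 0.0878). Without those 3 all 9 were called higher (median 1.44; camera adjusted p = 0.000495), a rise that leaving out a 2-month library chosen by these miRNAs itself raises.

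From 9 to 30 months the trend with age asked which changes went on after maturity. Skin gained mir-184 by 0.91 ± 0.14 per 10 months (log2, SE; n = 20 libraries; adjusted p = 0.000733), mir-206 by 0.67 ± 0.16 (adjusted p = 0.0140), mir-375 by 0.46 ± 0.14 and mir-677 by 0.46 ± 0.11. The overlapping mir-486a and mir-486b both rose by 0.44 ± 0.13. Both were at 0.25 without 30 months replicate 1 and at 0.53 without 9 months replicate 1. Falling miRNAs were mir-409 of the Dlk1-Dio3 imprinted cluster at -0.81 ± 0.26 per 10 months (adjusted p = 0.0375), mir-34c, a target of p53, at -0.66, mir-455 at -0.42, mir-574 at -0.38, mir-484 at -0.22 and mir-152 at -0.21. Although 2 of its 40 tested members were called (1 adjusted over the list alone), the cluster had a median of -0.59 per 10 months (camera adjusted p = 7.20e-19, adjusted p = 0.598 with an estimated correlation). Its mean fell by 0.66 ± 0.18 per 10 months (permutation p = 0.00177, adjusted p = 0.0177). In 24 months replicate 3 and 15 months replicate 1 the cluster stood at 5.03 and 4.52 log2 CPM, above the other libraries of their ages. Without them 37 of 40 members were called lower (median -0.78), a count that the choice of libraries by this cluster itself raises. With the 4-miRNA mean as a term none fell and mir-1247 rose by 0.60, with a median of -0.55 (camera adjusted p = 4.36e-19).

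By their medians other lists moved less along the trend than the cluster. Averaged over the fitted slopes of its members, the skeletal muscle list was larger in size, at 0.69 against -0.56 for the cluster. By the list mean per library the order was reversed, at 0.50 ± 0.30 per 10 months for muscle and -0.66 ± 0.18 for the cluster. The permutation test of the muscle list mean gave an adjusted p of 0.163. Of 8 miR-15 and miR-16 family members 3 fell, or 5 adjusted over the list alone (median -0.11 per 10 months; camera adjusted p = 0.0453, adjusted p = 0.598 with an estimated correlation), and the permutation test of the list mean gave an adjusted p of 0.00320. The number that fell was 1 with RLE scaling, 6 with total-count scaling (median -0.25) and 1 without the 3 libraries high in muscle miRNAs, where camera gave an adjusted p of 0.176. It gave 0.137 without 24 months replicate 3 and 15 months replicate 1 and 0.0693 with the 4-miRNA mean as a term. Of 11 fibrosis and extracellular matrix miRNAs 2 rose, or 4 adjusted over the list alone, among them mir-30a by 0.26 (median 0.13, and -0.01 with total-count scaling; camera adjusted p = 0.0453, adjusted p = 0.651 with an estimated correlation). Without the 3 libraries high in muscle miRNAs 0 of these 11 rose (median 0.06; camera adjusted p = 0.279), with total-count scaling 0 and with RLE scaling 4. The list was not called either without 24 months replicate 3 and 15 months replicate 1 (camera adjusted p = 0.0782) or with the 4-miRNA mean as a term (0.159). Of 4 liver-derived miRNAs 2 rose, or 3 adjusted over the list alone (median 0.20, and 0.07 with total-count scaling, where 0 rose; camera adjusted p = 0.0453, adjusted p = 0.611 with an estimated correlation). That list call ended without 24 months replicate 3 and 15 months replicate 1 (camera adjusted p = 0.137). Epithelial miRNAs were called as a list without the 3 libraries high in muscle miRNAs, with 5 of 11 higher (median 0.14, camera adjusted p = 0.00112). With all libraries 3 were higher and the list was not called (median 0.10, camera adjusted p = 0.0684, adjusted p = 0.707 with an estimated correlation). Without 24 months replicate 3 and 15 months replicate 1 camera gave an adjusted p of 0.137. The median was -0.03 with total-count scaling. Of the 13 mesenchyme and fibroblast miRNAs 2 rose and 5 fell, or 3 and 8 adjusted over the list alone (median -0.18, and -0.32 with total-count scaling, where 0 rose and 8 fell; camera adjusted p = 0.248); with RLE scaling 1 fell. One of the 9 skeletal muscle miRNAs rose, mir-206 (median 0.42; camera adjusted p = 0.0509), and without the 3 libraries high in muscle miRNAs, which were chosen by these miRNAs, 0 of 9 rose (median -0.10) and mir-206 was at 0.35.

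**Figure D4:**
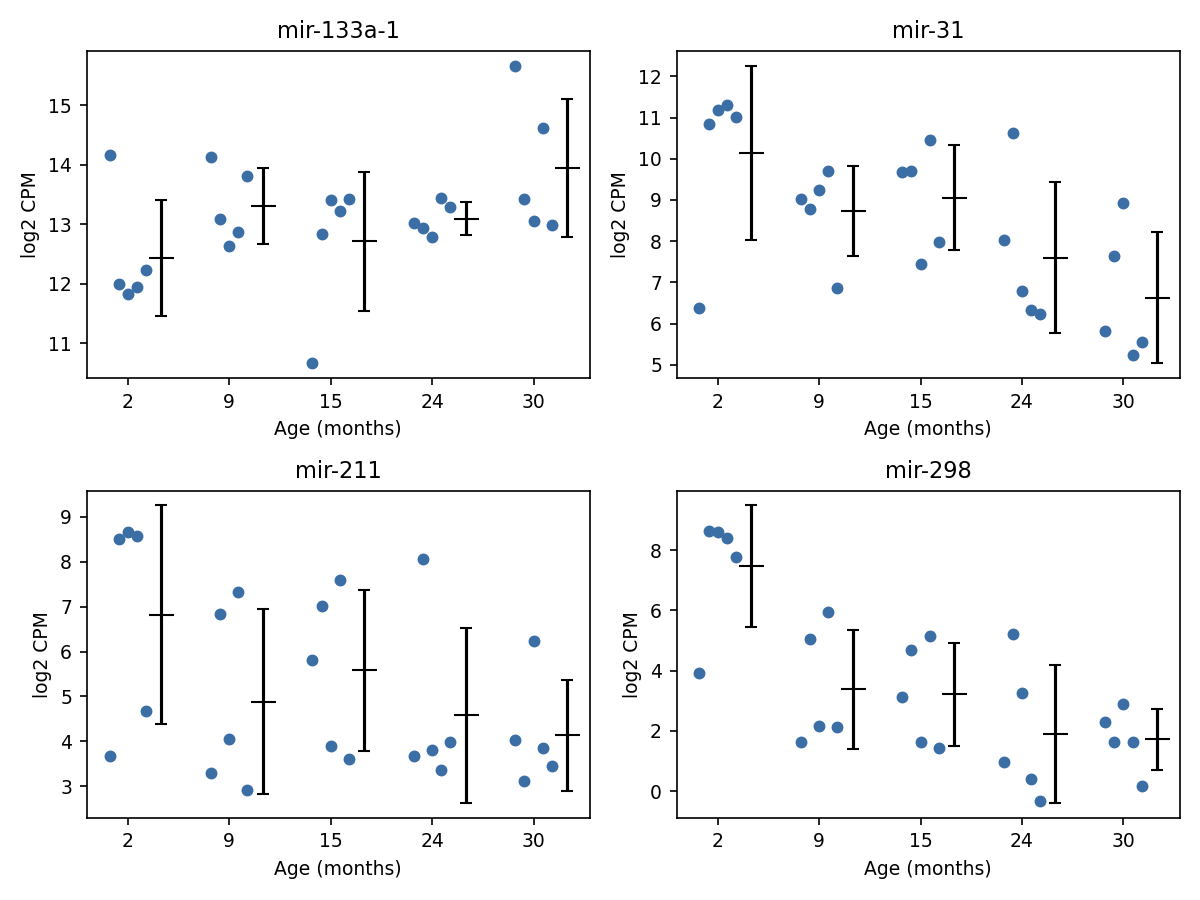
Log2 CPM of mir-133a-1, mir-31, mir-211 and mir-298 in each library, by age in months, 5 libraries per age. 2 months replicate 1 is set apart from the other 2-month libraries in each of them except mir-211, with mir-133a-1 at 14.16 and mir-31 at 6.38.

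The trend test called 55 of 351 miRNAs, 38 higher and 17 lower, against 49 and 6 with RLE scaling, 7 and 43 with total-count scaling and 23 and 28 with upper quartile scaling. The count was 116 without 24 months replicate 3, 36 without 24 months replicate 1, 35 without 24 months replicate 5 and also 35 without 30 months replicate 2. It was 30 without 30 months replicate 1, 31 without 30 months replicate 4 and 18 without 30 months replicate 5. With the 4-miRNA mean as a term it was 21, 16 higher and 5 lower. Through every left-out library mir-184, mir-206 and mir-677 kept their calls, and of the named miRNAs of the trend mir-184 and mir-677 did so with the 4-miRNA mean as a term. The calls of mir-409, mir-152, mir-34c and mir-455 ended without any of 19, 19, 16 and 15 of the 20 libraries (adjusted p up to 0.160), and those of mir-574 and mir-484 without any of 5 and 3 (up to 0.0727). Those of mir-486a and mir-486b ended without 30 months replicate 1, 4 or 5 (up to 0.102) and that of mir-375 without 30 months replicate 1 or 2 (up to 0.0555). The number of called lists was 4, and it was 1 without 9 months replicate 2, 15 months replicate 1 or 15 months replicate 3 and 2 without 9 months replicate 4 or 24 months replicate 3.

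Single steps after 9 months showed few or no calls. For 15 against 9 months edgeR called 0 of 364 miRNAs (3 at an unadjusted p under 0.05) and DESeq2 called 0. For 24 against 15 months edgeR called 0 (11 unadjusted), DESeq2 called 0, and without 24 months replicate 3 edgeR called 1. For 30 against 24 months edgeR called 0, with 95 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0776. DESeq2 called 31 there, total-count scaling 41, and edgeR 36 without 24 months replicate 4 and 41 without 24 months replicate 5. Across all ages 171 of 364 miRNAs differed between any groups in edgeR's test (196 at an unadjusted p under 0.05) and 181 in DESeq2.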

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

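In this part the mesenchyme test of the fall of the imprinted cluster, all tests of 24 months replicate 3, and the lane and epithelium tests of mir-31, mir-211, mir-296 and mir-298 and their correlations with lists other than mir-17-92 were chosen only after the result was seen. A library is set apart here where its gap to the nearest of the 5 libraries of its age, divided by their whole range, exceeds 0.71. This was so for 62 of 545 groups, the named miRNAs, the lists, the total count and the share of the 10 most abundant miRNAs at each age, and chance gives about 1 in 20, or 27.2 here, though copies and list members are not independent.

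In 2 months replicate 1, which holds 30 of the 62, muscle miRNAs were above the other 2-month libraries, with gap ratios of 0.940 for the skeletal muscle list, 0.922 for mir-1a-2, 0.919 for mir-1b, 0.865 for mir-1a-1, 0.912 for mir-133b, 0.826 for mir-133a-1, 0.829 for mir-133a-2 and 0.898 for mir-206. Also above were mir-486a (0.875), mir-486b (0.871), the erythroid list (0.725), mir-10b (0.827), mir-139 (0.860), mir-145a (0.823), mir-193b (0.843), mir-24-1 (0.719), mir-30a (0.723), the fibrosis and extracellular matrix list (0.742) and the p53 and senescence list (0.794). Below the others it had mir-31 (0.910), mir-298 (0.815), mir-296 (0.768), mir-1247 (0.762), mir-181b-1 (0.790), mir-181b-2 (0.777), mir-19a (0.738), mir-20a (0.832), mir-200b (0.728), mir-219a-1 (0.784) and the mir-17-92 and paralogs list (0.759).

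In 15 months replicate 1 the Dlk1-Dio3 imprinted cluster (0.741) and its members mir-337 (0.742), mir-376b (0.877), mir-409 (0.713), mir-434 (0.785) and mir-485 (0.796) were above the other libraries, as were mir-34c (0.925), mir-351 (0.865), mir-574 (0.798) and the p53 and senescence list (0.773), while mir-133a-1 (0.788), mir-133a-2 (0.785), mir-133b (0.888) and mir-219a-1 (0.821) were below. In 24 months replicate 3 the cluster (0.759) and mir-337 (0.781), mir-381 (0.808) and mir-540 (0.831) were above.

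Single values were set apart elsewhere. The Dlk1-Dio3 imprinted cluster was low in 2 months replicate 4 (0.838), mir-206 high in 9 months replicate 1 (0.769) and mir-10b high in 9 months replicate 5 (0.805). At 24 months mir-150 was high in replicate 1 (0.751), and mir-211 (0.866) and the melanocyte list (0.739) were high in replicate 2. At 30 months mir-139 (0.719), mir-215 (0.716) and mir-677 (0.711) were high and mir-98 (0.855) low in replicate 1, mir-203 was high (0.737) and mir-181b-2 low (0.712) in replicate 2, the melanocyte list was high in replicate 3 (0.828) and mir-150 low in replicate 4 (0.784).

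The fall of the Dlk1-Dio3 imprinted cluster between 2 and 30 months was weighed against 3 explanations. Total-count scaling left its median change at -3.48, which excludes the scaling as the cause. Sequencing lane is excluded by a fall of at least 2.73 in the median within each of the 3 lanes (-2.73, -2.85 and -2.98), although 2 of them hold only 1 library of an age. Fewer mesenchymal cells in old skin, if all were lost alike, would lower the mesenchyme and fibroblast list by as much. Its median was -0.00162 (-0.47 with total-count scaling), with 5 of 13 members higher and 2 lower, which argues against so broad a loss. The list cannot show a loss of only some of these cells, so that stays open. Age also remains, untested, and the hypothesis that a biological change with age underlies the fall was formed on these data.

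The cluster stood at 5.03 log2 CPM in 24 months replicate 3, the level of the 2-month libraries, with a median of 2.63 above the other 24-month libraries and 43 of 44 members above every one of them. Its mir-127, named after its values were seen, was at 16358 CPM there, against 1270 to 2737 in the other 24-month libraries. The lane is excluded, since the other 24-month library of its lane lay 2.41 lower in the cluster. A library from a 2-month mouse stays open: on 106 miRNAs outside the cluster it stood at 0.519 on an index that is 0 at 2 months and 1 at the other 24-month libraries, within the range of the 2-month libraries (-0.292 to 0.690) and also within that of the other 24-month libraries (0.516 to 1.21). Of the 57 miRNAs outside the cluster that part 2 from 24 months 70.2% lay nearer to 2 months. With libraries left out in turn the share was 37.2% to 96.6% in 2-month libraries. It was 3.70% to 53.2% in other 24-month libraries, over 27 to 47 miRNAs. The sets of miRNAs thus differed, so whether 70.2% lies outside the 24-month range is not decided. They may include mir-3544, which overlaps mir-337 of the cluster. In 24 months replicate 3 mir-298 (9.54 CPM), mir-296 (1.65 CPM) and their mean with mir-31 and mir-211 (3.70) lay below every 2-month library (lowest 15.1, 2.86 and 3.91). For the mean this was by less than the 2-month SD of 1.84. A 24-month mouse that kept young levels may also be the source, and was not tested.

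The miRNAs mir-31, mir-211, mir-296 and mir-298 varied together between libraries of 1 age, with pairwise correlations within ages of 0.664 to 0.900. The lane is excluded, since 10 pairs of libraries of the same age and lane differed by a median of 1.69 in their mean log2 CPM. More epithelium as a whole in the piece is argued against, since the epithelial list changed by 0.0258 ± 0.0284 per unit of that mean. The list's members went both ways with the mean within ages, from r = 0.815 for mir-200b to r = -0.586 for mir-141. More of only a part of the epithelium was not tested and stays open. A candidate explanation is the growth phase of the hair follicles: the proliferation-linked mir-17-92 and paralogs list correlated with the mean within ages at r = 0.682 (permutation p = 0.00272, adjusted p = 0.0197 over 20 lists; rho = 0.654, p = 0.00168), at 0.475 without the 2 libraries farthest from the median and at 0.640, 0.664 and 0.760 within lanes. It was not measured, since the labels give no hair cycle stage, and the tables do not single it out: the miR-15 and miR-16 family correlated as strongly (r = 0.676, adjusted p = 0.0197), and the hair follicle cycle list without mir-31, which mixes miRNAs of growth and rest, stood at r = -0.356 (p = 0.0960, adjusted p = 0.175; rho = -0.452, p = 0.0336).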

How the results depend on the processing

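Lane, mir-133a-1 or the mean of mir-31, mir-211, mir-296 and mir-298 (the 4-miRNA mean) as a term, the removal of libraries that stood apart, summing of overlapping hairpins and the permutation test of list means were chosen after seeing the data. Of 301 recomputed summaries 255 stayed within 1.5 times the main value and 46 moved; of 2315 recomputed values of named miRNAs 2033 kept direction and call or were called in neither, 270 lost the call, 3 gained it and 9 reversed. Reversed were mir-125b-2, 30 against 2 months (-0.0542), mir-194-1, 30 against 2 months (-0.189) and mir-203, 30 against 2 months (-0.434) with total-count scaling, which lowers all miRNAs, and, with the mir-133a-1 level as a term, mir-133a-1, 30 against 2 months (-8.39e-06) and mir-133a-2, 30 against 2 months (-0.00105), as the term takes up its own miRNA and copy. With the 4-miRNA mean as a term the reversed values were mir-31, 30 against 2 months (0.479), mir-211, 30 against 2 months (2.14), mir-200b, 30 against 2 months (0.0291) and mir-1247, 9 against 2 months (0.0154), the first pair being part of the mean. With it the calls numbered 68 over all ages, 107 for 30 against 2 months, 3 for 9 against 2 months and 21 for the trend, and 2 lists were called in the trend; the mean itself differs between the ages. The calls for 30 against 24 months numbered 41 with total-count scaling and 31 with DESeq2 against 0. Those of the trend, 55 in the main analysis, were 95 with limma-voom, 131 with sample quality weights, 31 without a filter, 8 at a threshold of 0.01, 185 with all 25 libraries, 85 with lane as a term, 34 without the 3 libraries high in muscle miRNAs, 121 without the 2 libraries high in the Dlk1-Dio3 cluster and 35 with the mir-133a-1 level as a term. Those of 9 against 2 months, 105 in the main analysis, were 218 with sample quality weights, 27 without a filter, 20 at a threshold of 0.01, 171 without the 3 muscle-high libraries and 61 with the mir-133a-1 term. The stricter threshold calls fewer by construction; otherwise the cause was not tested. The called lists fell from 4, 5 and 4 to 0, 0 and 0 with an estimated correlation, fry called 9 for 30 against 2 months and 8 for 9 against 2 months, and for the trend 1 was left without the 2 cluster-high libraries and 2 with the mir-133a-1 term. Leaving out each library gave 146 to 200 calls over all ages, 180 to 212 for 30 against 2 months, 33 to 146 for 9 against 2 months, 0 to 0 for 15 against 9 months, 0 to 1 for 24 against 15 months, 0 to 41 for 30 against 24 months and 18 to 116 for the trend, 4 to 5, 5 to 6 and 1 to 6 called lists, and a difference in the share of the 10 most abundant miRNAs of 8.27 to 10.1 points. The counts for 30 against 2 months and for all ages stayed within 1.5 times under every other alternative. The planned use of the more abundant arm was not run, because the table gives hairpins. No paired analysis was possible because the animals of different ages are different mice and the labels give no shared number. Of the 1193 hairpins 364 passed the filter, and the effect of depth on the others was not tested.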

Other observations

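Of the tests below, the permutation tests of list means and the correlation outside the cluster were chosen after the results were seen.

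Endothelial, neural and senescence-linked lists also differed when each library's list mean was the unit. By the exact permutation test with adjustment over 20 lists, 7 lists differed between 9 and 2 months, among them the neural and Schwann list at 4.48 against 4.24 log2 CPM and the p53 and senescence list at 7.85 against 7.33 (adjusted p = 0.0454 each, n = 5 per age), while the endothelial list stood at 12.3 against 11.5. With total-count scaling the median change of the neural list in this step was 0.04, against 0.25. That of the p53 and senescence list was then 0.27, against 0.49. Between 30 and 2 months 5 lists differed, with the endothelial list at 12.6 against 11.5 and the miR-15 and miR-16 family at 9.32 against 9.60 (adjusted p = 0.0317 each). The first holds 2 overlapping hairpins, uncertain as separate genes, and has no camera test; the second went with mir-133a-1 and the 4-miRNA mean of the report within ages, and with either as a term its median change was 0.07 or 0.02, against -0.09. Along the trend from 9 to 30 months 6 lists differed, with the erythroid list rising by 0.24 ± 0.09 per 10 months (adjusted p = 0.0441), the let-7 family at -0.04 ± 0.02 (adjusted p = 0.0436), the hair follicle cycle list at -0.14 ± 0.04 (adjusted p = 0.0238) and the Sfmbt2 cluster at -0.17 ± 0.06 (adjusted p = 0.0436). Without the 3 libraries high in muscle miRNAs 0 of the 4 erythroid miRNAs were called in the trend, with a median of 0.17 against 0.31, and the list went with mir-133a-1 within ages (r = 0.767, as in the report). The let-7 median was -0.02, 0.00 with RLE scaling and -0.15 with total-count scaling, so its direction depends on the scaling. The median of the hair follicle cycle list was -0.05, or 0.00 with mir-133a-1 as a term, with 2 members called higher and 3 lower. This list holds the variable mir-31, at 37.5 to 1593 CPM in libraries of 9 to 30 months. Its slope without mir-31 was not tested. Of the lists that differed, 3 of the 5, 4 of the 7 and 2 of the 6 were also called by camera.

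The muscle miRNA mir-206 stayed higher with the level of mir-133a-1 as a term of the fit: for mir-206, 30 against 2 months gave 1.53 (adjusted p = 1.94e-06) against 2.49 without the term.

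Other groupings of the same libraries were used to ask whether chance can be excluded. For 30 against 2 months 198 miRNAs were called and the highest of the other splits gave 116. Only the real split, 1 of 100, reached that count. The F test over all ages also gave 1 of 100 (171 against a highest other of 52), so chance is unlikely to give either count. For the trend the real split was the highest by little (55 against 52, 1 of 100), and leaving out single libraries gave 18 to 116 calls. For 9 against 2 months another split called more (105 against 121, 2 of 100). Chance is therefore not excluded for the trend or for 9 against 2 months, although few splits reached their counts. For 15 against 9, 24 against 15 and 30 against 24 months the real count was 0, which all 100 splits reach by construction, so the splits decide nothing there; the highest others were 2, 53 and 24. The highest of the other splits, at 53 and 24, thus called many miRNAs where the real one called 0. Whether a structure of the samples other than age lies behind these counts was not tested. For the number of miRNA lists called by camera chance cannot be excluded. For 30 against 2 months 57 of 100 splits called at least the real 4 lists (highest other 9). For 9 against 2 months 31 called at least the real 5 (highest other 9), and for the trend 46 at least the real 4 (highest other 8). These splits test the count alone and not any single list. Single lists were tested by the permutation of list means above, where 5, 7 and 6 lists differed after adjustment.

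The early and late changes were compared across miRNAs, which are not independent replicates. The change from 2 to 9 months and that from 15 to 30 months, which share no library, correlated at r = 0.64 (rho = 0.58) over 364 miRNAs. Of the 126 splits of the 15 and 30 month libraries 13 gave as large a correlation, the highest other being 0.72, so chance cannot be excluded. Outside the listed members of the Dlk1-Dio3 imprinted cluster r was 0.44 (rho = 0.41) over 320 miRNAs and 28 of 126 splits reached it (highest other 0.62). These 320 still hold mir-3544, which overlaps mir-337 of the cluster and varies with it (r = 0.98), so they are not wholly free of the cluster.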
